A study of Homo sapiens with 4 samples. Its data were reported in "Enhancer Activation by Pharmacologic Displacement of LSD1 from GFI1 Induces Differentiation in Acute Myeloid Leukemia" (2018).

How the data were processed

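THP1 cells were cultured in methylcellulose for 24 hours, with the LSD1 inhibitor OG86 at 250 nM or with its DMSO vehicle. Per the labels, total RNA was extracted and enriched for polyadenylated transcripts, and strand-specific libraries were sequenced as single-end reads of 50 bases on a SOLiD instrument, with 2 technical replicates per treatment. Technical replicates measure the sequencing of 1 culture and not the variation between cultures.

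The authors mapped reads with SHRiMP2, its parameters left as supplied, against the hg19 assembly. Only reads with a unique position were counted, and each treatment's technical replicates were pooled into 1 set. The authors computed RPKM for each Ensembl release 66 transcript and took the mean over a gene's transcripts as its value. They kept nuclear genes annotated as protein coding, with at least 2 RPKM in at least 1 treatment, and each gene of the deposited table meets this limit. Because multiply aligned reads were dropped, genes with close copies are counted low in both treatments. The mean over transcripts gives short or rarely used transcripts the same weight as the main one. The deposited log2 fold change was the log2 ratio of both RPKM columns without a pseudocount, equal to the ratio computed here to within 1.9e-08. The deposited header names the treated column as a compound by a letter. It was taken as OG86 because the labels give no treatment but DMSO and OG86, and because the study's own copy of the table is titled as OG86 against DMSO.

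The read totals behind the RPKM were recovered from the values. For a gene with 1 transcript, the ratio of both columns times the ratio of the totals is a ratio of whole numbers. The totals solved from these genes came within 6.3e-05 (DMSO) and 0.00033 (OG86) of whole numbers. They were 58514054 and 67622405 reads. Reads and transcript length were then recovered for 764 of the 10007 genes, searching lengths of 150 to 20000 bases and allowing a chance of accidental match of at most 0.0001. For these genes the standard error of the log2 ratio from counting and an exact Clopper-Pearson 95% confidence interval were computed. Both cover counting error only. For other named genes, reads were approximated from the RPKM, the total and the length of 1 annotated transcript, and are called approximate.

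Genes were called higher at a log2 ratio of 0.5 or more and lower at -0.5 or less, the thresholds of the study, with no test, since there is 1 merged value per treatment. Genes named in the text are the study panel, the 5 largest rises and 5 largest falls on log2(RPKM + 1), a scale that understates the change of low genes, and up to 3 members of each other list with the largest change on that scale. For 6 gene lists, the median log2 ratio was ranked among 10000 random lists of equal size drawn from 20 bins of mean expression. This describes these libraries and is not a test across cultures. Marker lists were written from general knowledge, and the list next to GLR sites was taken from the study.

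Gene positions, transcript lengths and GC content came from the GENCODE release 44 annotation mapped to GRCh37, the same assembly as hg19, matched by Ensembl identifier and, for transcript sequence, its canonical transcript. Positions were found for 9855 genes (98.5%) and sequences for 9823 (98.2%). Of 35 named genes, the spans of 3 (CCNE2, EEF1A1 and IFIT3) overlap another protein-coding gene, in each case on the opposite strand. Whether the counting used strand is not stated, so their values are less certain. The trend on GC content was a lowess curve (fraction 0.3, 3 robust iterations).

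The alternatives tried were pseudocounts of 0.1 and 1, filters at 1 or 5 RPKM in either treatment or 2 RPKM in both, no filter, a threshold of 1, centring on the median, scaling to the upper quartile or to the sum, and leaving out the 84 ribosomal protein genes. Removal of the GC trend was added after the data had been seen. The limma test and the fits that leave out a replicate, planned in case the libraries were separate, could not be run on merged values.

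The procedures were tested on simulated data made from the real levels. Both simulated totals were recovered exactly, and the read ratio was right for 778 of 779 genes with 1 transcript; 33 simulated genes with 2 transcripts were also given reads. Of 199 changed genes, 199 were called in the right direction, and 0 of 9643 unchanged genes were called. Since every changed gene was called, the simulation says little about changes close to the threshold. For the 764 real genes with recovered reads, 0.746 calls were expected from counting alone. The 0 simulated false calls therefore do not measure how often unchanged genes were called in the real data. Of 400 lists without a shift, 28 lay outside the central 95% of random lists. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9.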

Results

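THP1 is a human acute myeloid leukaemia (AML) cell line of monocytic type that carries a translocation joining the MLL gene to a partner on another chromosome. OG86 is a selective inhibitor of LSD1, a histone demethylase encoded by KDM1A, and belongs to the tranylcypromine derivatives. THP1 cells were grown in semi-solid medium with 250 nM OG86 or with DMSO vehicle for 24 hours, and polyadenylated RNA was sequenced. There were 4 libraries, 2 technical replicates for each treatment. The values analysed are the authors' merged RPKM (reads per kilobase of transcript, scaled to the number of uniquely mapped reads), 1 value per gene and treatment. The spread between replicates is therefore unknown, no difference has a replicate check, and no p-value is given for any gene.

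The table held 10007 protein-coding genes, each with at least 2 RPKM in DMSO or OG86. Values ran from 0.0323 to 5388 RPKM in DMSO and from 0.879 to 7309 RPKM in OG86, and no gene was listed at 0. The median was 12.01 RPKM in DMSO and 12.19 RPKM in OG86. The 10 highest genes took 7.97% of the RPKM sum in DMSO and 8.21% in OG86.

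The decimals of the values fixed the number of reads by which they had been scaled. It was 58514054 for DMSO and 67622405 for OG86. Whole read numbers could be recovered for 764 genes (7.64%), with a median of 1283 reads in DMSO and 1572 reads in OG86. The median standard error of the log2 ratio from counting reads was 0.05 in these genes. It was 0.10 in the 202 such genes whose higher value lay between 2 and 5 RPKM and 0.02 in those at 50 RPKM or more. These errors cover the counting of reads only, since reads from amplified libraries are not independent molecules and variation between cultures was not measured.

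The comparison of OG86 with DMSO asked which genes change expression after LSD1 inhibition. Across genes, which are not independent replicates, log2 RPKM in the treatments correlated with a Pearson r of 0.975. The median log2 ratio of OG86 over DMSO was 0.01, and 66.4% of genes lay within 0.25 of 0. At a log2 ratio of 0.5 or more, 767 genes (7.67%) were higher with OG86, and at -0.5 or less 332 genes (3.32%) were lower. The imbalance grew with the size of the change. At a log2 ratio of 1 there were 234 genes higher and 37 lower and at 2 there were 54 higher and 0 lower. The calls moved most when the threshold was raised to 1, which left 271 of the 1099 genes.

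**Figure D1:**
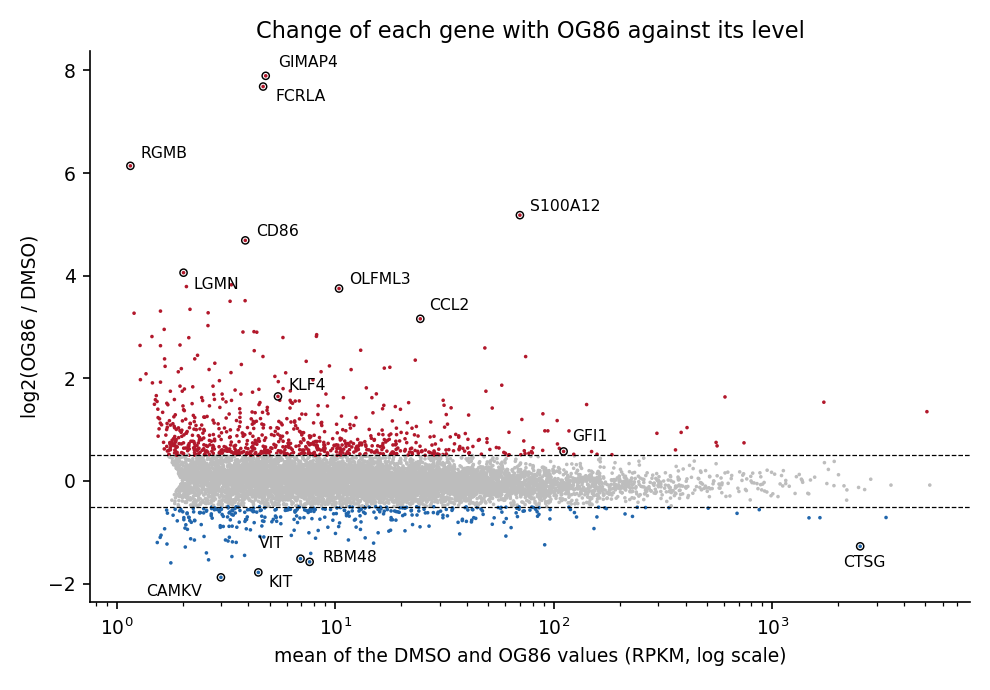
Log2 ratio of OG86 over DMSO for each of the 10007 genes (y axis) against the mean of both values in RPKM (x axis, log scale), with 767 genes at 0.5 or more in red, 332 at -0.5 or less in blue, dashed lines at both thresholds and circles on named genes. The largest ratios belong to genes of low to middle level, and rises extend farther from 0 than falls.

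Counting error accounted for few of these calls. Of the 764 genes with recovered reads, 128 were called, 76 higher and 52 lower. For 127 of them the exact Clopper-Pearson 95% confidence interval of the ratio left out 0, and for 75 it lay entirely beyond the threshold. Had these genes not changed, 0.746 calls would have arisen from counting alone. The recovered genes are mostly those with 1 annotated transcript, and 6.81% of them were lower against 3.32% of all genes, so they do not represent the whole table.

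A further limit was base composition. Across 9823 genes with an annotated transcript sequence, the log2 ratio fell with the GC content of the transcript, with a Spearman correlation of -0.44 across genes. In the tenth of genes with the lowest GC content (median 36.99%), the median log2 ratio was 0.15, 7.63% of genes were higher and 0.102% were lower. In the tenth with the highest GC content (median 64.3%), the median log2 ratio was -0.25, 5.09% of genes were higher and 14.7% were lower. When a smooth trend on GC content was taken out of the ratios, an analysis added after the data had been seen, 742 genes were higher and 184 lower. Among the 327 lower genes with a known GC content, 159 were called lower both with and without the trend. Among the 753 higher genes, 644 were called higher both ways. The lower calls therefore depended on the trend far more than the higher calls did.

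**Figure D2:**
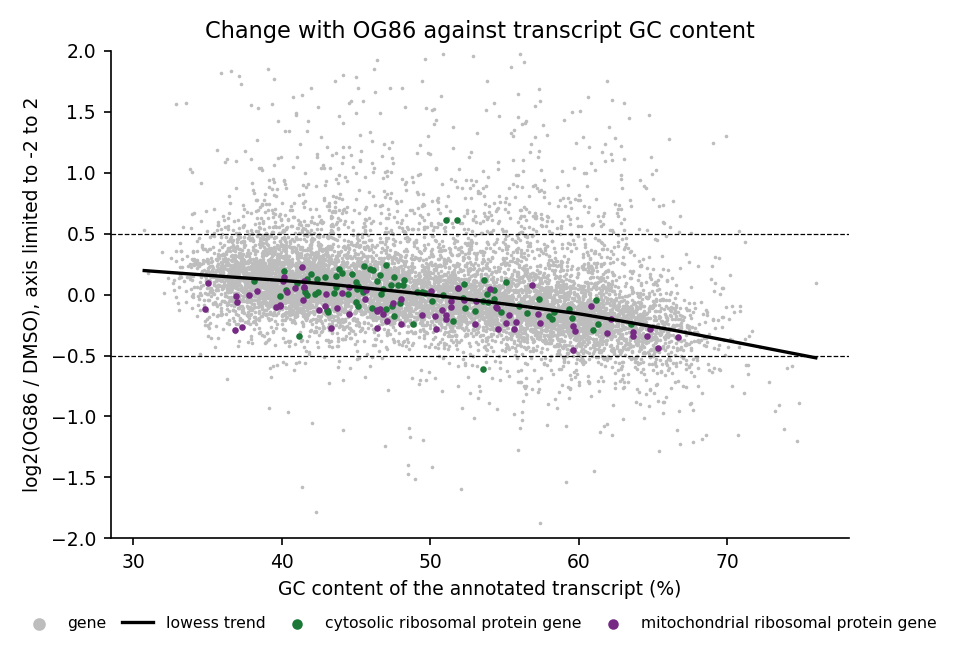
Log2 ratio of OG86 over DMSO (y axis, limited to -2 to 2, which leaves out 52 genes) against the GC content of the annotated transcript in percent (x axis) for 9823 genes, with the lowess trend as a line and the thresholds of 0.5 and -0.5 dashed. The trend falls from 0.20 at low to -0.52 at high GC content, and cytosolic (green) and mitochondrial (purple) ribosomal protein genes fall with GC content as well.

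**Figure D3:**
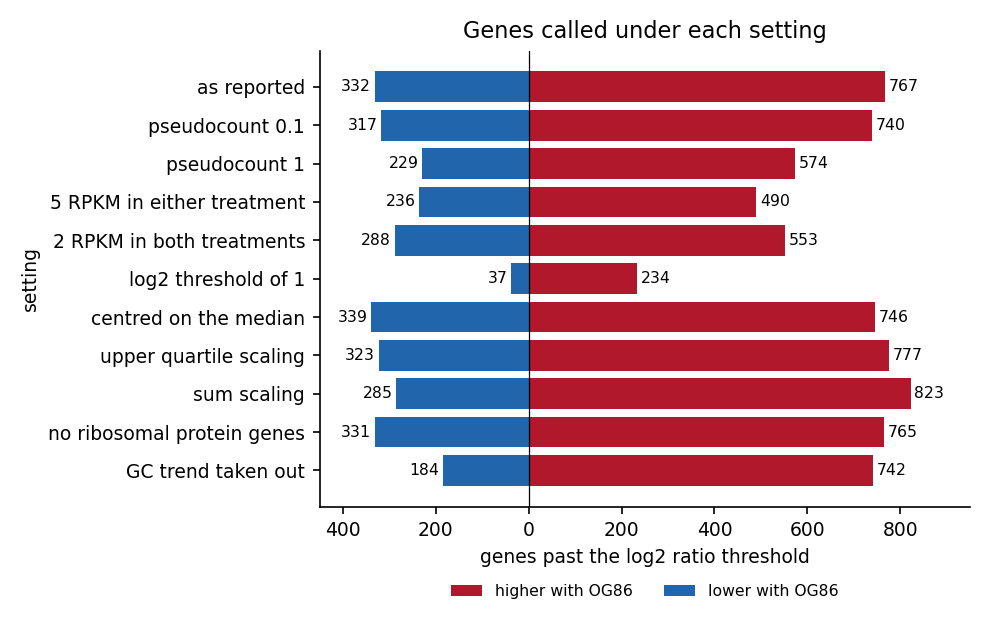
Number of genes higher (red, to the right) and lower (blue, to the left) with OG86 under each setting, with the count beside each bar. Higher genes outnumber lower genes under every setting drawn, and lower genes drop from 332 to 184 when the trend on GC content is taken out.

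The genes first examined were the drug target, its partners and the regulators and examples named by the study. Of 17 such genes 16 were in the table; GFI1B was not among the genes analysed here. KDM1A, which encodes LSD1, had 64.6 RPKM in DMSO and 61.4 RPKM in OG86, a log2 ratio of -0.07. Its corepressor partner RCOR1 had a log2 ratio of 0.25, HDAC1 of 0.0014 and HDAC2 of -0.10. Thus the transcripts of the complex stayed on the near side of the threshold. With the GC trend taken out, RCOR1 was at 0.19 and HDAC2 at -0.23, still short of the threshold. GFI1, the repressor that recruits LSD1, rose from 88.9 to 133 RPKM, a log2 ratio of 0.58.

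Of the 16 genes, 7 passed the threshold, 6 of them higher. The study had named CD86 and KIT from these same data as strongly changed, so their passing was known in advance. CD86 (ENSG00000114013; GRCh37 chromosome 3, 121774209 to 121839986), a costimulatory receptor of monocytes and macrophages, rose from 0.289 to 7.46 RPKM, a log2 ratio of 4.69. S100A12 (ENSG00000163221; chromosome 1, 153346187 to 153348097), a calcium-binding protein of mature myeloid cells, rose from 3.75 to 136 RPKM, with a log2 ratio of 5.18. LGMN, a lysosomal protease, rose from 0.229 to 3.81 RPKM (log2 ratio 4.06). RGMB rose from 0.0323 to 2.28 RPKM (log2 ratio 6.14). KLF4, a transcription factor of monocyte differentiation, rose from 2.64 to 8.28 RPKM (log2 ratio 1.65). KIT (ENSG00000157404; chromosome 4, 55523434 to 55606949), a receptor kinase of stem and progenitor cells, fell from 6.88 to 2.003 RPKM, a log2 ratio of -1.78. Over the length of 1 annotated transcript, the DMSO value of RGMB amounts to about 8.43 reads, that of LGMN to about 26.5 and that of CD86 to about 46.03, so the size of these ratios is less certain than their direction.

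The other regulators moved less. The log2 ratio was 0.37 for MEF2C, 0.30 for IRF8, 0.11 for SPI1, -0.16 for MYB and -0.23 for CEBPA. CEBPA had 47802 reads in DMSO and 46982 in OG86, and the 95% interval of its log2 ratio was -0.25 to -0.22. Its transcript is 65.9% GC, however, and with the GC trend taken out its log2 ratio was 0.05, so no direction can be given for it. SPI1 (65.2% GC) had a log2 ratio of 0.37 on the same scale. MEF2C was at 0.24 and MYB at -0.23 there, moves beyond their counting error, whereas IRF8 stayed at 0.30.

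**Figure D4:**
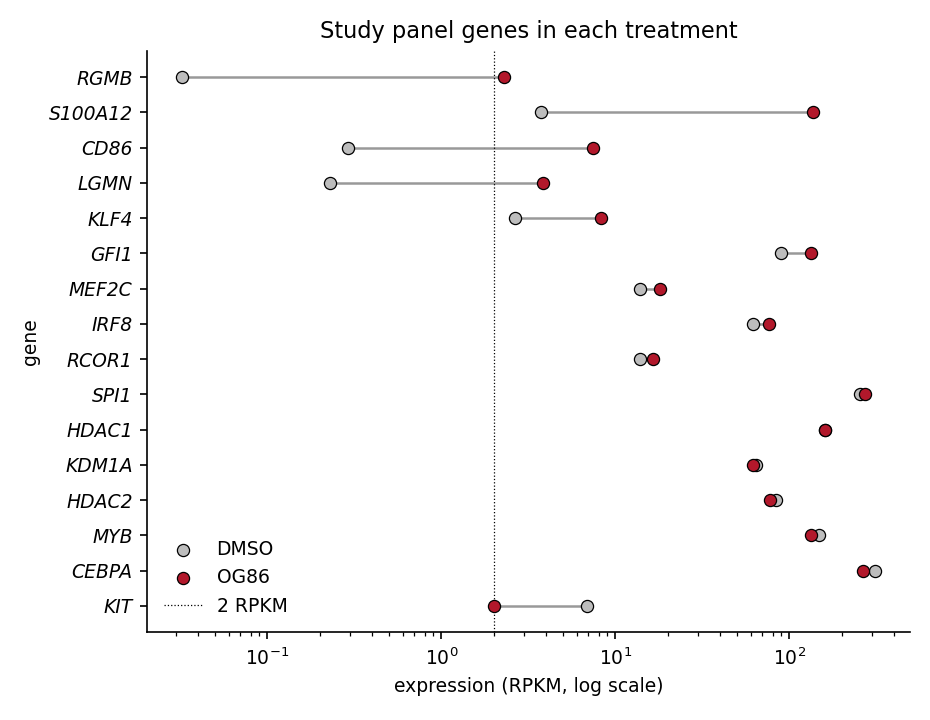
Expression in RPKM (x axis, log scale) of the 16 study panel genes in DMSO (grey) and OG86 (red), with 1 merged value per point and a dotted line at 2 RPKM. S100A12, CD86, LGMN and RGMB move farthest to the right, and KIT moves to the left.

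Ranked on log2(RPKM + 1), which damps the ratios of low genes, the 5 largest rises were S100A12, GIMAP4, FCRLA, OLFML3 and CCL2. GIMAP4 had 0.0402 RPKM in DMSO and 9.56 RPKM in OG86, and its plain log2 ratio of 7.89 was the highest of all genes in the table. FCRLA had a plain log2 ratio of 7.69. Their DMSO values amount to about 4.575 and 5.52 reads. OLFML3 rose from 1.44 to 19.4 RPKM (log2 ratio 3.75). CCL2, a monocyte-attracting chemokine, rose from 4.93 to 44.02 RPKM, a log2 ratio of 3.16 with a 95% interval of 2.96 to 3.37 from its recovered reads. The 5 largest falls on this scale were KIT, RBM48 (log2 ratio -1.58), CAMKV (-1.88), VIT (-1.51) and CTSG. CTSG, the gene of the granule protease cathepsin G, fell from 3563 to 1474 RPKM, a log2 ratio of -1.27. All of these genes stayed past the threshold, in the same direction, when the GC trend was taken out.

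Lists of marker genes, set before the data were examined, were used to ask which cell programmes moved. The study's report was known by then. It names CD86 as rising and KIT as falling in these cells, so these 2 members were not chosen blind. The median log2 ratio of each list was ranked among the medians of 10000 random lists of the same size and expression level. Monocyte and macrophage markers had a median log2 ratio of 0.83 over the 26 of 36 genes in the table, above 100% of the random lists. Of the 26 genes, 16 were higher and 0 lower, and 3 of them also belong to the study panel. ITGAM, which encodes the integrin CD11b, rose from 13.7 to 82.9 RPKM. Progenitor and blast markers had a median of -0.16 over 19 of 24 genes, and 1.66% of the random lists lay below it. Among these 6 were lower and 2 higher, and 2 of the 19 genes, KIT and MYB, also belong to the study panel. GATA2 was among the higher ones, with a log2 ratio of 0.78.

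Cell cycle genes had a median log2 ratio of 0.10 over all 30 genes, above 99.9% of the random lists, although 0 of them passed the threshold in either direction. The member with the largest change was MCM3, with a log2 ratio of 0.45. CCNE2 and TOP2A had log2 ratios of 0.41 and 0.33, which became 0.24 and 0.21 with the GC trend taken out. The log2 ratio of MCM3 became slightly larger on that scale, at 0.47. Interferon response genes could be followed for 11 of 24 members only. Their median of 0.12 lay above 81.1% of the random lists, inside the central 95%, with OAS1 at 1.62, IFIT3 at 0.68 and ISG15 at -0.63. ISG15 fell from 16.6 to 10.7 RPKM, and with the GC trend taken out its log2 ratio was -0.39, which is short of the threshold. Housekeeping genes had a median of -0.03 over 20 genes, above 73.1% of the random lists, and 0 of them were called. Their largest changes were -0.24 for TFRC, 0.20 for B2M and 0.20 for EEF1A1.

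The last list held genes next to GLR sites, intronic or intergenic sites where ChIP peaks for GFI1, LSD1 and RCOR1 coincide. It came from the study's ChIP experiments and not from these libraries. Of its 1330 gene symbols, 813 were in the table. Their median log2 ratio was 0.19, above 100% of random lists, whose central 95% ran from -0.01 to 0.03. Of these genes 192 (23.6%) were higher and 9 (1.11%) lower. Random lists had 8.05% higher and 3.41% lower on average. The members with the largest change were OLFML3, CCL2 and CD86. Among the study panel, LGMN, KLF4, MEF2C, IRF8, MYB and CEBPA were also next to GLR sites.

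**Figure D5:**
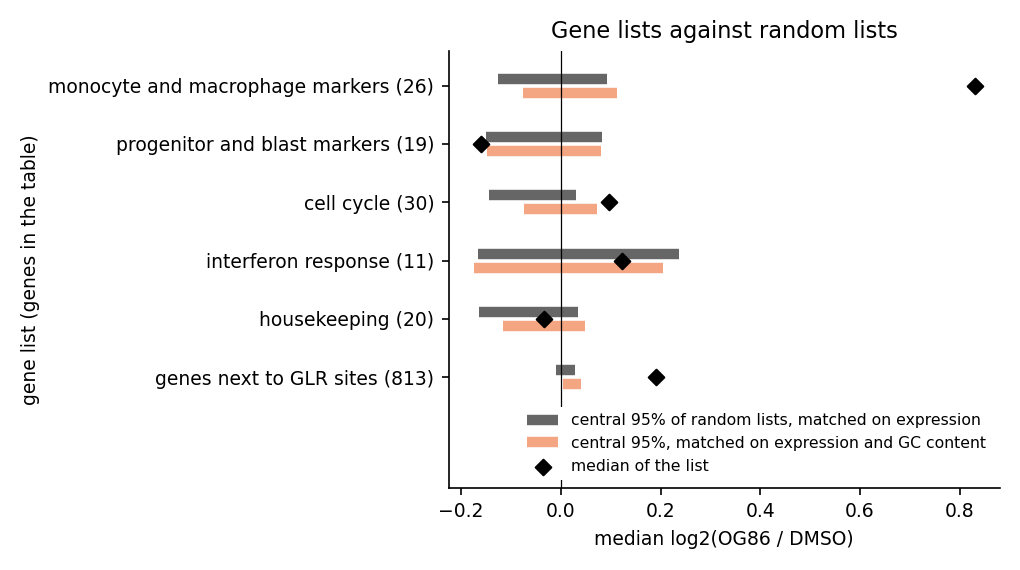
Median log2 ratio of each gene list (diamonds, x axis) beside the central 95% of medians of 10000 random lists matched on expression (grey bars) or on expression and transcript GC content (orange bars). Monocyte and macrophage markers at 0.83 and genes next to GLR sites at 0.19 lie to the right of both bars, cell cycle genes at 0.10 lie slightly to the right, and progenitor and blast markers at -0.16 lie slightly to the left.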

Values the study reported

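The study reported 10,002 expressed protein-coding genes, of which 766 passed a log2 fold change of 0.5 and 331 passed -0.5 after OG86 treatment. It reported 1,560 GLR peaks, which it assigned to 1,334 protein-coding genes. At these sites, the mean ChIP signal rose by 48% for acetylated H3K9 and by 63% for acetylated H3K27.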

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

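Removal of the GC trend was the 1 alternative chosen only after the results were seen. No paired analysis was possible because each treatment has a single merged value, and for the same reason the limma test and the fits without a replicate were not run. The filters at 1 RPKM and with no minimum removed no gene and test nothing.

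Higher genes outnumbered lower genes under each alternative run, by 1.92 times (2 RPKM in both treatments) to 6.32 times (threshold of 1). With a filter at 5 RPKM, 7878 genes were tested and 726 were called, 490 of them higher. Raising the threshold to 1 left 271 genes, 234 higher and 37 lower, which follows from the stricter threshold. Taking out the GC trend left 184 lower genes and raised the share of higher genes among all calls from 69.8% to 80.1%. The next largest shift of that share under a scaling was to 74.3%, with values scaled to the same sum. A pseudocount of 1 gave 574 higher and 229 lower genes, and centring on the median 746 and 339.

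The median of the genes next to GLR sites was 0.17 with the GC trend taken out, smaller than the 0.19 reported and above all random lists. On that scale the median was 0.82 for monocyte and macrophage markers and -0.02 for housekeeping genes. It shrank from -0.16 to -0.105 for progenitor and blast markers and from 0.10 to 0.06 for cell cycle genes. It grew from 0.12 to 0.19 for interferon response genes. With the filter at 5 RPKM, the interferon response median instead fell to 0.04 over 7 genes, above 56.8% of random lists. Each list kept its place inside or outside the central 95% of random lists under the 6 alternatives run for lists. These were both pseudocounts, no filter, the filter at 5 RPKM, scaling to the upper quartile and removal of the GC trend. Having no filter could not change a place, because it removed no gene. Scaling to the upper quartile could not either, because it shifts every log2 ratio equally. Only the other alternatives test the places. The lists were not recomputed under the other alternatives. The place of the progenitor and blast markers was near the limit, with 2.46% of random lists below the median once the GC trend was out, and interferon response genes came near the opposite limit at 97.1%.

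For 24 named genes, 96 values were recomputed. Each was set against the 95% half-width from counting of the gene's recovered or approximate reads. Of the 96 values, 70 moved by less, 23 moved by more in the same direction and 3 reversed. This limit is wider than the standard error. CCL2, for example, moved from 3.16 to 3.05 without the GC trend, past its standard error of 0.104, and was counted as moved by less. The 23 comprised 13 with a pseudocount of 1, 3 with a pseudocount of 0.1 and 7 with the GC trend taken out. Centring moved 0 of them. It takes the same 0.0078 from every gene, so the values under centring say little about stability. HDAC1, at 0.0014, reversed to -0.0064 on centring and to -0.003 without the GC trend, both within its counting error. CEBPA, at -0.23, reversed to 0.0467 without the GC trend. The cause of that reversal is the trend at its GC content.

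The depth limits the ratios of genes with few reads in DMSO more than the calls. Between 2 and 5 RPKM, the 95% half-width from counting was 0.20 on the log2 scale, below the threshold of 0.5.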

Other observations

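All tests in this part were chosen only after the data had been seen, those on RNA carried over between the libraries after the excess of rises was known.

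The fall of the log2 ratio with transcript GC content was the broadest pattern in these libraries. Length and low counts do not account for it. The Spearman correlation was -0.40 at a given transcript length and -0.478 among 1568 genes at 50 RPKM or more. Genes next to GLR sites do not carry it either, since it was -0.467 among 9027 other genes. The base composition of the surrounding chromosome, taken as 50 kb on each side of the gene, left -0.274 for the transcript, whereas the flanks kept only -0.0463 at a given transcript GC content, although flanks describe a region only roughly. In families of genes that a cell regulates together, the trend was present too. It was -0.448 (95% interval -0.611 to -0.249) among 84 cytosolic and -0.569 (-0.715 to -0.376) among 74 mitochondrial ribosomal protein genes. These intervals treat the genes as independent, which genes regulated together are not, and they leave out variation between cultures. A base composition bias between the libraries, as amplification may introduce, is therefore a candidate explanation, and many of the modest falls in GC-rich genes could stem from it. An effect of OG86 on GC-rich transcripts stays open and untested, because each treatment is a single merged library.

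Rises were more numerous and larger than falls. Low values near the filter are unlikely to explain this. Among genes with at least 2 RPKM in both treatments there were 22 falls at a log2 ratio of 1 and 5.36 times as many rises. That filter also drops genes because they crossed 2 RPKM, so it cannot decide alone. Among genes with at least 5 RPKM in either treatment, there were 2.08 times as many rises as falls at 0.5. A shift of scale between the columns would have to raise all log2 ratios by 0.055 to account for rises at 0.5 beyond 1.5 times the falls, whereas the median was displaced by 0.00782 and the upper quartile and the sum the opposite way. Taking out the trend on GC content left 4.03 times as many rises at 0.5, and on transcript length 2.55 times. DMSO RNA carried over into the OG86 library would shrink falls more than rises. The lowest OG86 value was 27.2% of its DMSO value, which limits the carried-over share to about that size. With this largest share taken out there were 2.34 times as many rises as falls at a log2 ratio of 1, and 3.59 times at 2, but 1.33 times at 0.5. Carry-over and an effect of treatment cannot be told apart for the changes at 0.5 and for the depth of the largest falls, because the true share is unknown. For changes of at least 1, the excess of rises may reflect relief of repression after LSD1 inhibition, as a hypothesis from 1 culture per treatment.

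The rise of genes next to GLR sites was set against 3 technical explanations. Long genes collect more sites, and the median span was 58.6 kb in the list against 30.6 kb in all genes, but among random lists matched on span and expression 100% lay below its median. Matching on the DMSO value, which asks whether a low starting level favours a rise, also left 100% below. Matching on GC content and expression left 100% below, with a central 95% of 0.0049 to 0.0401. For the monocyte and macrophage markers, 100% of lists matched on GC content lay below. For progenitor and blast markers 1.57% and for cell cycle genes 99.5% lay below, so GC content may explain part of these small shifts but not their place. Both remain small, and of 400 simulated lists with no shift 28 fell outside the central 95%. A rise of cell cycle genes beside the rise of differentiation markers could be followed up with replicate cultures.

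Neighbouring genes on a chromosome changed together. The rank correlation of the log2 ratio was 0.261 over 9831 adjacent pairs, and the highest of 1000 shuffles of position was 0.0283. Overlapping genes do not explain it, since pairs at least 10 kb apart gave 0.206, nor do tandem paralogues, since pairs without a shared symbol stem gave 0.248. With the GC trend taken out it was 0.125, against at most 0.0336 in shuffles, so base composition shared by neighbours may account for a large part and not all of it. Pairs at least 10 kb apart without a shared stem then gave 0.0953, against at most 0.0398 in shuffles. Shared regulatory elements are a candidate explanation for the remainder that these data do not test.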
